A study of Homo sapiens with 2 samples. Its data were reported in "APOBEC3B coordinates R-loop to promote replication stress and sensitize cancer cells to ATR/Chk1 inhibitors" (2023).

How the data were processed

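R-loops were profiled by CUT&Tag with a V5 antibody in OMM2.3 cells that expressed V5-tagged, catalytically inactive RNASEH1, in 1 shCtrl and 1 shA3B library. The groups were taken from the sample titles. The deposited list is the authors' comparison of the 2 libraries. Per the methods of the study, the authors trimmed adapters with Cutadapt, aligned paired reads to GRCh38 with Bowtie2 in local mode, removed duplicates with Picard, dropped reads below a mapping quality of 2 with Samtools, called peaks with SEACR and compared peaks with edgeR. The normalization, dispersion and thresholds of the comparison are not stated there. With 1 library per group the dispersion could not come from replicates, so the number of regions depends on a choice that is not known here. The mapping-quality filter removes reads that align equally well at several places, which lowers the chance of calling a region in duplicated sequence.

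The list has 3 columns (chromosome, start, end), no header, and 562 lines without duplicates. It holds no score, strand or direction per region, and the order of its lines is not documented. Starts were converted to 1-based positions. The read depth of the libraries is unknown from the list, so no counting interval on reads was given. Wilson intervals at 95% describe a share among the listed regions or annotated genes, and intervals of medians came from the binomial distribution of ranks. Both treat regions as independent, which neighbouring regions are not. No p-value was computed.

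Regions were annotated with GENCODE release 44 on GRCh38. A region was at a promoter when its midpoint was within 3 kb of the TSS of any annotated transcript. Otherwise its midpoint was classed as untranslated region, exon, intron or intergenic, in that order. A gene had a region at the promoter when any of its TSSs met the same rule. The background was 10000 random placements that kept each region's chromosome and width and avoided unsequenced bases. For GC content, a second background used 10000 sets of windows of the same widths centred on random annotated TSSs of the same chromosomes. GC skew was taken at the canonical TSS of 20033 protein-coding genes over 500 bp, against 10000 promoter sets matched on decile of GC content in the 1 kb around the TSS. Histone genes were taken by symbol (95 genes), and cell cycle genes were the 97 S and G2/M genes shipped with the Seurat package. Both were compared with 10000 random lists of protein-coding genes of the same size.

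Named genes followed a rule set before the data were examined: CDC45, APOBEC3B, RNASEH1, CDC27, AURKB and MCM4; the 5 widest regions, as no fold change was given; and any gene holding 3 or more separate regions. The sources of the small RNA genes were chosen after seeing the list. The tRNA genes came from RefSeq (443 nuclear genes on the main chromosomes), of which 417 had a B box motif in the GRCh38 sequence at the listed position. Other small RNA genes were a list of 20 RNA polymerase III genes and one of 17 RNA polymerase II snRNA genes. Repeated sequence was measured as the share of 31-base words of a region that occur nowhere else in the assembly without its alternate contigs; a region on an alternate contig was compared with those contigs too. A promoter (1 kb around the TSS) or a tRNA gene with 500 bp on each side counted as copied when over 50% of its words occurred in an alternate contig.

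Alternatives set in advance were a 1 kb promoter window, any base of the region in place of the midpoint, protein-coding TSSs or genes only, distance from the nearest base, the nearest gene alone, merging of regions within 1 kb, the wider 50% of regions, chromosomes 1 to 22 and X only, a skew window of 1000 bp, GC content over 1 kb, and lists matched on promoter CpG observed/expected ratio. Alternatives added after seeing the list were leaving out regions at tRNA genes, 1 TSS per gene, and lists shifted along the genome order. A share or median counted as unchanged within its 95% interval, and a count or ratio within 1.5 times its value.

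The functions were tested on simulated data first. For 553 simulated regions, planted promoter shares of 20%, 50% and 80% were recovered exactly. Among 200 unenriched lists drawn from the 20033 genes, 2% for histone genes and 2.5% for cell cycle genes fell in the highest 5% of random lists. All 200 lists with 15 planted members did so (100%) in either case. For GC skew, 7% of 100 unenriched sets and 100% of 100 enriched sets did so. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.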

Results

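R-loops, which consist of an RNA:DNA hybrid and a displaced DNA strand, were mapped by CUT&Tag in OMM2.3, an established uveal melanoma cell line. The cells expressed a V5-tagged, catalytically inactive RNASEH1 that binds hybrids without cleaving them, and a V5 antibody directed the transposase to the bound DNA. There were 2 groups, cells with a control hairpin (shCtrl) and cells with APOBEC3B knocked down (shA3B), with 1 library each. The values came from the list of genomic regions that the authors called as differing between these 2 libraries. Each line gives a chromosome, a start and an end, with no read count, fold change or direction, so a region below is one that differed, without saying in which library it was higher. The depth of the libraries is unknown from this list. There was no replicate check, and the comparisons below describe this list rather than test the knockdown. All positions are on GRCh38.

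The first question was how many R-loop regions differed after APOBEC3B knockdown and how large they were. The list held 562 regions, 553 on chromosomes 1 to 22 and X and 9 on other contigs of the assembly. Their median width was 1014 bp (95% interval 960 to 1070), with quartiles of 683 and 1433 bp and a range from 199 to 5176 bp. Together they covered 635626 bp. The wider 50% of the list, 281 regions, was the alternative that moved the count most.

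The second question was where the regions lay relative to transcription start sites (TSSs). The midpoint of 453 regions, 80.6% (95% Wilson interval 77.1 to 83.7), was within 3 kb of an annotated TSS. Random placements of the same widths on the same chromosomes put 19.7% there on average, and none of 10000 placements exceeded 26.9%. With TSSs of protein-coding genes only, the alternative that moved the share most, it was 67.3%. The median distance from midpoint to nearest TSS was 170 bp (95% interval 139 to 204). The random placements had a mean of these medians of 13092 bp, and the smallest of them was 9104 bp. Within 1 kb of a TSS lay 424 regions (75.4%), against 8.18% of random placements. A further 29 (5.16%) lay at 1 to 3 kb, against 11.5%, and 49 (8.72%) at 10 to 100 kb, against 46.5%.

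**Figure D1:**
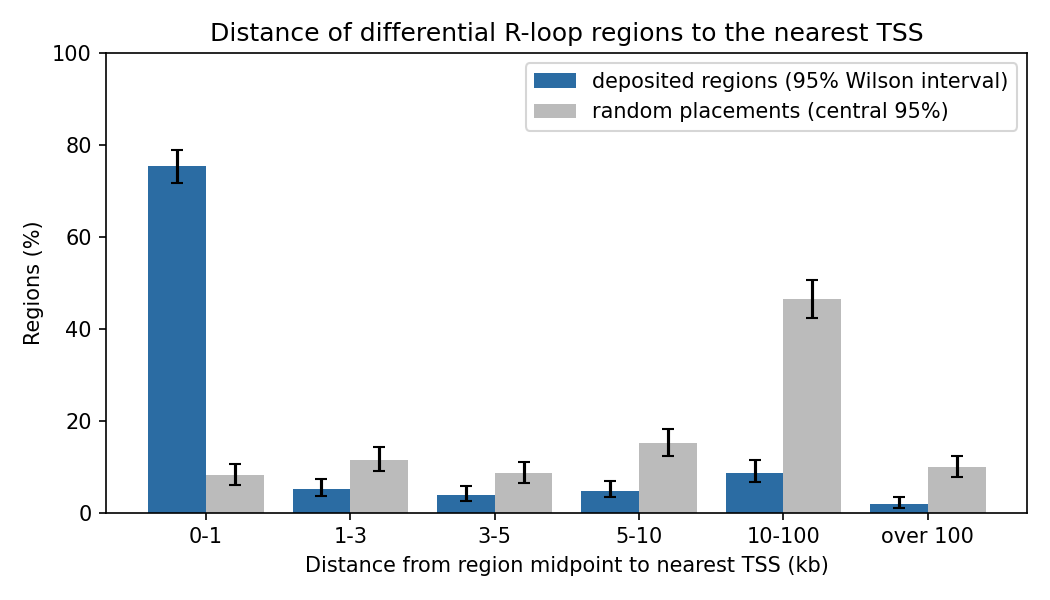
Percent of regions (y axis) by the distance in kb from the region midpoint to the nearest TSS (x axis), for the 562 deposited regions with 95% Wilson intervals and for 10000 random placements with their central 95% range. The 0 to 1 kb class holds 75.4% of the deposited regions and 8.18% of the placed ones.

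Of the regions outside this promoter window, 67 (11.9%) had an intergenic midpoint, 29 (5.16%) an intronic one, 3 an exonic one and 1 lay in an untranslated region. The 9 regions on other contigs had no gene annotation here and were counted as not at a promoter. Starts of tRNA genes were not among the annotated TSSs, so regions at tRNA genes could fall in the intergenic, intronic or exonic classes. At the 378 regions within 3 kb of a protein-coding TSS, 51.3% (95% Wilson interval 46.3 to 56.3) had the midpoint downstream of it. The median signed distance was 3.5 bp downstream (95% interval -6 to 20), so no side was preferred by this measure at this number of regions. The TSS was the nearest among all protein-coding transcripts on either strand. That choice shortens the distance, so a preference for either side of a gene's main TSS could be missed.

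The study counted the genes to which the altered regions belong. Here 711 annotated genes had a TSS within 3 kb of a region midpoint, of which 438 were protein-coding, 191 were lncRNA genes and 21 were snRNA genes. The wider 50% of regions gave 420 genes, the lowest count among the alternatives, and taking 1 nearest gene per region gave 487.

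Sequence composition was compared because R-loops form in GC-rich DNA and promoters are GC-rich by themselves. The median GC content of the regions was 60.3% (95% interval 59.7 to 61.3), against 40.6% on average for random placements. The regions on main chromosomes had a median of 60.4%, while windows of the same widths centred on random annotated TSSs averaged 53.0%, and the highest of 10000 such sets reached 55.9%. Without the regions that overlap a tRNA gene the median was 62.1%, the largest move among the alternatives. GC skew, (G-C)/(G+C) on the coding strand, measures the excess of G over C downstream of a TSS. At the canonical TSS of the 438 protein-coding genes with a region at any TSS, the median skew over 500 bp was 0.0595 (95% interval 0.0482 to 0.0749). Random promoter sets matched on GC content averaged 0.0540, and 2062 of 10000 sets had a median at least as high. The skew was thus not distinguishable from that of GC-matched promoters. The canonical TSS need not be the one at the region, which could hide a difference. The wider 50% of regions gave 0.0519, the lowest skew among the alternatives.

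The study asked in which processes the affected genes act. Histone genes had a region at 22 of 95 promoters (23.2%, 95% Wilson interval 15.8 to 32.6), against a mean of 2.08 in random lists of 438 protein-coding genes. No list out of 10000 exceeded 9. The 22 genes lay at 11 regions, since 1 region could lie within 3 kb of several histone TSSs. Of these genes 20 were on chromosome 6 and 2, H2BC18 and H3C13, on chromosome 1. The ratio to the random mean was 10.6, and with lists matched on promoter CpG content it was 7.89. Of the 97 genes of a common S and G2/M phase list, 5 had a region at the promoter, namely AURKB, ATAD2, BLM, FEN1 and CKAP2L. Random lists averaged 2.14, and 651 of 10000 held at least 5. With lists matched on promoter CpG content, 1706 of 10000 held at least 5. The lowest number among the alternatives was 491 of 10000, without the regions at tRNA genes, and a 1 kb window gave 501. The number of cell cycle genes was thus near the upper edge of random lists, and did not stand apart from lists matched on CpG content. By gene ontology, the study reported stress response and cell cycle roles for most genes whose peaks were lost. The 97 genes are a phase list rather than that ontology, and stress response was not examined, so the counts do not test that report. The simulation planted 15 members, so the power to find a smaller excess is not known.

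Among the 6 genes fixed before the data were examined, AURKB had a region. It lay on chromosome 17 from 8209889 to 8210772, with its midpoint 76 bp from the nearest TSS; the gene spans 8204733 to 8210600 on the minus strand. No region lay in or within 3 kb of a TSS of CDC45, APOBEC3B, RNASEH1, CDC27 or MCM4. The study named AURKB, CDC27 and MCM4 as proteins whose binding to R-loops was lost or reduced on knockdown. It showed CDC45 as a gene with peaks of both R-loops and APOBEC3B. Neither is a differing region at the gene, so the presence or absence of a region here does not test those statements. The region nearest to CDC45 (chromosome 22, 19479457 to 19520612) was 1949760 bp away, and the one nearest to MCM4 (chromosome 8, 47960185 to 47978160) was 29803 bp away.

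The 5 widest regions all had the midpoint within 3 kb of a TSS. The widest, 5176 bp on chromosome 17 from 8185935 to 8191110, overlapped BORCS6, MIR4521 and 4 tRNA genes. The next, 4872 bp on chromosome 11 from 65420907 to 65425778, lay at the start of the lncRNA gene NEAT1. A region of 3948 bp on chromosome 5, from 138463419 to 138467366, overlapped EGR1, and one of 3860 bp on chromosome 19, from 18279371 to 18283230, overlapped JUND. The fifth, 3638 bp on chromosome 14 from 20681141 to 20684778, overlapped ANG, RNASE4 and 3 tRNA genes.

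Some genes held 3 or more separate regions. On chromosome 17 these were TMEM107 with 4 regions, and HES7, PER1 and the lncRNA gene LINC00324 with 3 each. The others were unnamed lncRNA or unclassified loci on chromosomes 6 and 11, the longest of which, ENSG00000291336 on chromosome 6 from 26123173 to 26554396, held 14 regions, 8 of them at tRNA genes.

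Small RNA genes were examined after the list had been seen. Of the 562 regions, 113 (20.1%, 95% Wilson interval 17.0 to 23.6) overlapped a tRNA gene, and 156 of 417 tRNA genes (37.4%, 95% Wilson interval 32.9 to 42.1) had a region. Random placements averaged 0.164 such regions. Of the 113, 61 had no annotated TSS within 3 kb of the midpoint. The annotated TSSs did not include the starts of the tRNA genes themselves. Leaving the 113 regions out raised the promoter share to 89.3%. Other genes transcribed by RNA polymerase III had a region in 11 of 20 cases, and snRNA genes transcribed by RNA polymerase II in 11 of 17. Together, these 3 classes of gene accounted for 134 regions (23.8%).

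**Figure D2:**
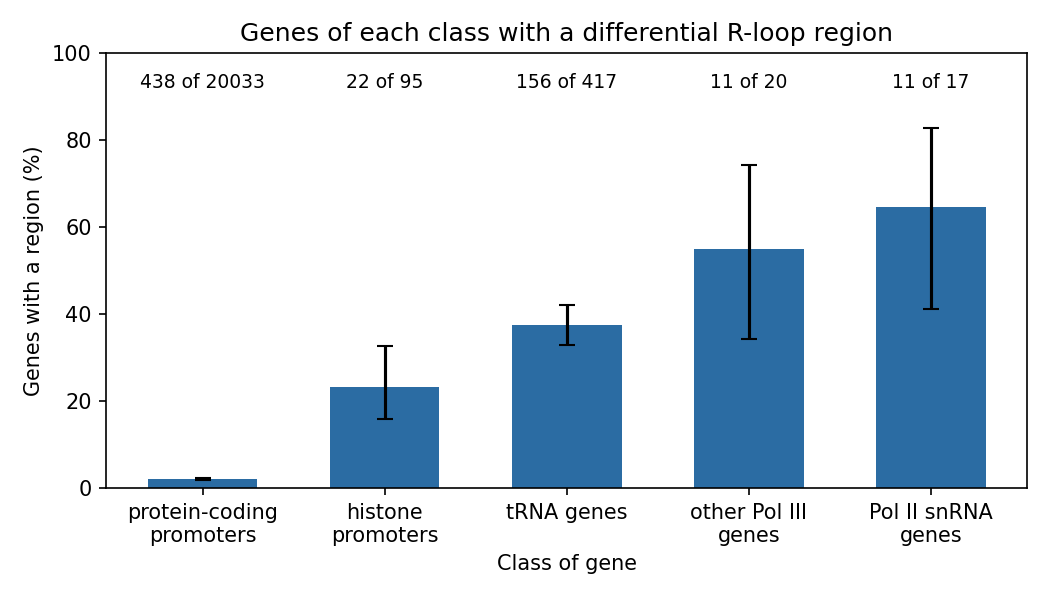
Percent of genes (y axis) of each class (x axis) with a region, with 95% Wilson intervals; promoters count a midpoint within 3 kb of the TSS, and small RNA genes count an overlap of at least 1 base. The share is 2.19% for protein-coding promoters, 23.2% for histone promoters and 37.4% for tRNA genes.

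Regions were unevenly spread over chromosomes. Chromosome 6 held 80 regions, 2.76 times the number expected from its share of protein-coding genes, and chromosome 17 held 60, 1.83 times its expected 32.7. On chromosome 19, 17 regions stood against 40.7 expected. Of the 80 regions on chromosome 6, 59 (73.8%) lay between 26 and 29 Mb, where 141 of the 417 tRNA genes lie, and 36 of these 59 overlapped a tRNA gene.

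**Figure D3:**
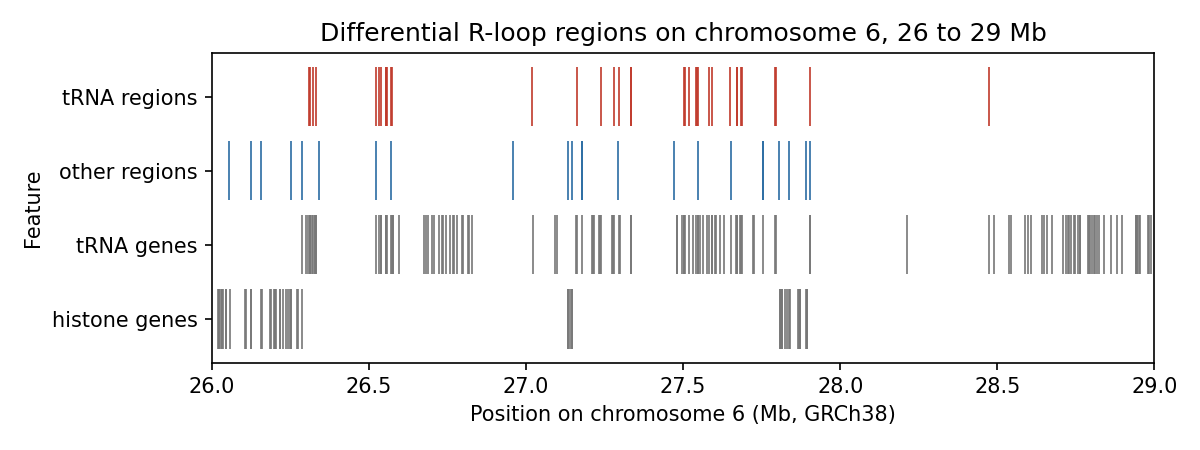
Map of chromosome 6 from 26 to 29 Mb (x axis, Mb on GRCh38), with a tick for the start of each tRNA region, each other region and each tRNA gene, and for the TSS of each histone gene. The 59 regions fall mostly at tRNA and histone genes below 28 Mb.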

Values the study reported

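The study reported that R-loop peaks of 459 genes were lost on APOBEC3B knockdown. It gave 465 genes whose R-loop peaks changed, of which 276 also carried a ChIP-seq signal of the protein.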

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

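Of 58 recomputed values over 9 results, 43 stayed within the stated limits and 15 moved. The GC skew (5 alternatives, 0.0519 to 0.0642), the ratio of histone genes to random lists (8 alternatives, 7.89 to 14.4) and that of cell cycle genes (8 alternatives, 1.71 to 2.51) did not move beyond them. The number of random lists with at least as many cell cycle genes ranged from 491 to 1706 of 10000, and was below 5% only without regions at tRNA genes. The alternatives with regions at tRNA genes left out, with 1 TSS per gene, and with lists shifted along the genome order were chosen after seeing the data.

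The promoter share was 75.4% with a 1 kb window, 67.3% with protein-coding TSSs only, 86.8% in the wider 50% of regions, 89.3% without regions at tRNA genes and 72.2% with 1 TSS per gene. Each of these lies above the 26.9% reached by the highest random placement of the full list within 3 kb of any TSS. A narrower window or fewer TSSs can only lower the share. For the wider regions the cause was not tested. The rise without tRNA regions follows from 61 of those 113 lying over 3 kb from any annotated TSS. Starts of tRNA genes were not among those TSSs, so the rise reflects the annotation used.

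The median distance to the nearest TSS was 244.5 bp with protein-coding TSSs only, 355 bp with 1 TSS per gene and 109 bp without regions at tRNA genes. Measured from the nearest base it was 0 bp, since most regions contain a TSS. The number of genes was 438 with protein-coding genes only and 420 in the wider 50% of regions, both by construction. That part of the list holds 281 regions with a median width of 1433 bp, and merging regions within 1 kb raised the median width to 1089 bp. The median GC content without regions at tRNA genes was 62.1%, as those regions had a median of 51.9%.

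No paired analysis was possible because each group has 1 library and the result is a single list. Without reads or scores the authors' threshold could not be varied, so how many regions rest on it is not known here.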

Other observations

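The tests of explanations below, the shift of the gene list along the genome order among them, were chosen after the list had been seen. For those on chance placement of regions over tRNA genes, on RNA polymerase III, on copy gain of chromosome 6 and on the mapping-quality filter, the measured result had also been seen in part. The number of genes here was 711. That is higher than the values quoted from the study above. With 1 nearest gene per region the number was 487, and with protein-coding genes only it was 438. The study's own rule for assigning genes was not rerun, so the cause of the difference was not tested.

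The overlap with tRNA genes, at 113 of 562 regions, was not among the results planned in advance. Random placement gave at most 3 such regions in 10000 sets, and windows centred on random annotated TSSs gave at most 5, so neither chance nor closeness to annotated promoters accounts for it. Reads shared between identical copies would leave unique tRNA genes without regions. Yet 35.3% of the 204 tRNA genes with a sequence of their own had a region (95% Wilson interval 29.1 to 42.1), against 39.4% of the 213 with identical copies (33.1 to 46.1). None of the 113 regions, all on main chromosomes, had under 50% unique 31-base words. The 2 contig regions with a tRNA sequence described below are outside this count and consist mostly of repeated sequence. Another element beside the tRNA gene stays open. In the 78 regions with 1 tRNA gene, its median offset from the midpoint was 0.438 of the half-width (95% interval 0.376 to 0.505), and an even spread would give 0.5. The regions may therefore be centred on something near the tRNA gene rather than on the gene. Open chromatin at highly transcribed genes, which the transposase can cut without an R-loop, was not tested, because the list carries no signal and no control library was used here. An effect of the knockdown at tRNA genes also stays open, and the list does not say in which library they were higher.

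RNA polymerase III transcription alone would leave snRNA genes of RNA polymerase II without regions. They had one in 64.7% of cases (11 of 17, 95% Wilson interval 41.3 to 82.7), against 55.0% (11 of 20, 34.2 to 74.2) for the RNA polymerase III genes other than tRNA genes. Both gene lists were written after some of the hits had been seen. With the tRNA genes, these classes accounted for 23.8% of the regions, so they describe a minority of the list. Transcription itself was not measured here.

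The excess on chromosome 6 was confined to one stretch. A copy gain of all of chromosome 6 would raise the number outside 26 to 29 Mb too, where 21 regions stood at 0.791 of the 26.6 expected from protein-coding genes. The expected number was scaled to all 553 regions, 113 of them at tRNA genes, and all 36 tRNA regions of chromosome 6 lay inside the stretch. It may therefore be too high, and a small rise outside could be missed. A gain of that stretch alone, or of a larger part of the chromosome, was not tested.

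Histone genes come in clusters, so neighbouring promoters counted together could inflate their number. Shifting the gene list along the genome order keeps such runs, and 0 of 10000 shifts held as many as 22 histone genes, the highest holding 20. Nor did tRNA genes beside the histone genes carry the result: 0% of the 11 regions at histone promoters overlapped a tRNA gene (95% Wilson interval 0 to 25.9).

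Regions at tRNA genes stood early in the order of the lines. Among the first 100 lines 55 were tRNA regions, and among the last 100 there were 7. Regions at tRNA genes were wider (median 1221 bp against 981 bp), but wider regions listed first would leave no difference among narrow ones. In the narrower 50% of regions the share was 27.4% in the first part of the list and 8.33% in the second, a gap of 19.1 percentage points. If the lines are ordered by strength of change, tRNA regions would be among the strongest, but what set the order is not known here.

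Regions on random, unplaced and alternate contigs consisted mostly of sequence repeated elsewhere. In these 9 regions a median of 16.6% of 31-base words occurred nowhere else, at most 24.1% in any of them, against a median of 99.9% on the main chromosomes. Low uniqueness was not limited to these contigs, as 17 of the 553 main-chromosome regions had under 50% unique words and 5 lay at or below the contig maximum. For the 3 on alternate contigs of chromosome 6 this follows from what such contigs are. Of these 3, 2 held the exact sequence of a tRNA gene. Their assignment to a contig may be arbitrary among near-identical copies.

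Protein-coding promoters and tRNA genes of the main chromosomes that alternate contigs copy had no region. Of 835 protein-coding promoters copied in such contigs 0% had a region (95% Wilson interval 0 to 0.458), against 2.28% of the other 19198, and 18.3 would be expected at an equal rate. Of 48 copied tRNA genes 0 had one, against 42.3% of the other 369. Among the 553 main-chromosome regions, 2 were over 50% copied in alternate contigs by the same rule. Counting the alternate contigs lowered the share of unique words in 0 of the 553, so the copied words of those regions were also repeated on the main assembly. This is consistent with the mapping-quality filter removing reads that match both copies, and copied promoters that are silent in these cells would look the same. The alternate copies were not wholly without regions, as the 3 on alternate contigs of chromosome 6 show. On this reading the list is incomplete at such loci, among them the tRNA genes toward the 29 Mb end of the chromosome 6 stretch.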
